A study of Drosophila melanogaster with 12 samples. Its data were reported in "Hepatic gluconeogenesis and PDK3 upregulation drive cancer cachexia in flies and mice" (2025).

How the data were processed

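Single-nucleus RNA was measured in 12 libraries of headless female flies: 2 of control and 4 of Yki flies at day 5 of induction, and 2 of control and 4 of Yki flies at day 8. Groups and replicate numbers were taken from the labels, which give no batch. The paper's methods describe 3 Yki reactions per time point, whereas the labels list 4, and the labels were followed. The replicate numbers do not pair control with Yki libraries.

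The authors prepared 10x Genomics 3′ libraries, aligned reads to the BDGP6 genome and counted UMIs with Cell Ranger, removed nuclei under 500 UMIs, normalised with Seurat and named clusters by graph-based clustering and marker genes. Whether intronic reads were counted, and on which strand, is not given in the sources used here, nor is a removal of doublets. The deposited values are in natural log units, ln(1 + 10000 × UMI count / UMI total of the nucleus), as made by the authors. In every nucleus the back-transformed values summed to 10000. Dividing them by the smallest value of the nucleus gave whole UMI counts for 100% of 94908946 values above 0 within a tolerance of 0.01, with a largest deviation of 0.002. The UMI totals of nuclei ran from 500 to 120880. The authors' names give 31 clusters, which were used unchanged.

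Gene IDs were matched to symbols and coordinates by FBgn ID in the Ensembl 115 annotation of build BDGP6.54, a later annotation than the one the authors aligned to. Of 16443 gene IDs, 16377 were matched and 66 were not, among them the transgene features EGFP and gal4. The ID of esg was not found and esg was not analysed here.

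UMI counts were summed per library and cluster where every tested library had at least 10 nuclei. Genes were kept by a count minimum of 10 scaled to library size and a total of at least 15. Library sizes were scaled by TMM factors (trims of 30% and 5%), written for this purpose. The planned edgeR test and the DESeq2 alternative were not used: they had been kept for deposited counts, and limma was chosen for counts computed back from natural log values, although such counts would have allowed them. Counts were tested with limma 3.58.1 (voom and eBayes) in R 4.3.3, with 1 mean per group over the 12 libraries. The contrasts were Yki against control at day 5 and at day 8 and the difference between them (interaction). The change between days within a genotype was added after the data were seen. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Nuclei per cluster were tested in the same way over the 31 clusters with a voom span of 0.9, and the summed share of 9 ovary and reproductive tract clusters by an exact 2-sided permutation test over 15 splits. Gene lists of at least 4 genes were tested with camera (inter-gene correlation 0.01), camera with an estimated correlation, and fry. The lists were fatty acid synthesis, gluconeogenesis, glycolysis, glycogen synthesis and tumour signals, and single genes of JAK-STAT, insulin, pyruvate dehydrogenase and the TCA cycle were followed without a set test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 was used for the rest.

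Genes named in the text were chosen by a rule. They are the genes of the fixed lists in the cluster that the study discussed. To these come, for each of the 3 clusters and each day, the 3 largest rises and 3 largest falls among genes past the threshold with at least 50 CPM in the higher group and no overlap between the libraries of the 2 groups. The 3 largest positive and negative interactions in fat body with at least 50 CPM in a group complete them. EGFP and gal4 were chosen after their values were seen. The comparisons, gene lists and naming rule, and the alternatives except those stated otherwise, were fixed before the data were examined. The limma tests of genes and shares were not: they took the place of the planned edgeR test.

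The methods were tested on simulated data with 200 changed genes in each of 5 draws. In fat body 85.4% of genes with a 2-fold change were recovered at day 5 and 81.5% at day 8, with 5.85% and 4.05% false calls. In enterocytes 72.5% and 69.0% were recovered with 7.24% and 6.37% false calls, and in intestinal stem cells 38.5% and 32.2% with 11.65% and 8.96% false calls. For shares, 5 of 6 changed clusters were called and 0 others. camera called 2 of 2 changed lists and 0 others. The rank-sum test recovered 62.5% of 200 genes with 0 false calls. For camera, genes were simulated without correlation, and for the rank-sum test nuclei without spread between libraries. Their 0 false calls therefore do not show error control in the real data. A stem cell library held 133 to 553 nuclei and 230311 to 1366596 UMIs in this cluster, a fat body library 427 to 675 nuclei and 1682642 to 2873171 UMIs.

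Alternatives were library size without TMM factors, no filter on low counts, the 6 libraries of a day alone, leaving out each library, a replicate block, nuclei with at least 1000 UMIs, removal of the top 8% of doublet scores (2 simulated doublets per nucleus, 2000 variable genes, 30 components), 100 nuclei per library and cluster, a rank-sum (Wilcoxon) test over nuclei, a log2 fold change over 0.38, TMM factors over clusters, ovary clusters left out of the total, fry and an estimated camera correlation. Added after seeing the data were log2 of CPM plus 1 and plus 10, the mean of the deposited ln values, 100 nuclei thinned to 79821 UMIs per library and cluster, 100 nuclei for single genes, and removal of shared barcodes. Doublets were scored only for the alternative. The rank-sum test called genes at an unadjusted p below 0.05 and a log2 fold change over 0.38 in either direction. Its fold changes were computed after adding 1 to the mean UMI count per 10000, which shrinks those of low genes. Other splits of the libraries were not counted, since each control group has 2 libraries.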

Results

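Single-nucleus RNA sequencing was carried out on headless female flies (Drosophila melanogaster) in which a gut tumour had been induced for 5 or 8 days. Tumour flies (Yki flies) expressed an activated form of the transcriptional co-activator Yorkie, yki3SA, together with GFP, in intestinal stem cells through the esg-GAL4 driver under a temperature-sensitive GAL80. Control flies carried the same driver and expressed GFP alone. The 12 libraries fell into 4 groups: 2 libraries of control flies at day 5, 4 of Yki flies at day 5, 2 of control flies at day 8 and 4 of Yki flies at day 8. The control libraries carry the numbers 1 and 2 and the Yki libraries 3 to 6.

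In all, 122790 nuclei were present: 25028 from control and 42404 from Yki flies at day 5, and 19046 from control and 36312 from Yki flies at day 8. A library held between 8178 and 12717 nuclei. The total UMI count per library ranged from 26584290 to 27241734 in control flies at day 5 and from 19077839 to 23498390 in Yki flies at day 5. It ranged from 16296512 to 19332378 in control flies at day 8 and from 13936803 to 17623751 in Yki flies at day 8. The median nucleus had 1115 UMIs and 607 detected genes. The nuclei were assigned by the authors to 31 clusters, of which fat body (6200 nuclei, median 3573.5 UMIs per nucleus), enterocytes (4583 nuclei, median 6690 UMIs) and intestinal stem cells (4066 nuclei, median 1787.5 UMIs) were examined in detail. Intervals and floors given below cover counting error only.

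Libraries of one group were compared with each other before they were averaged. Their UMI profiles in these 3 clusters differed little more than profiles after the library names of the nuclei had been shuffled. Over 42 pairs of libraries, the chi-square per degree of freedom was a median of 1.05 times the shuffled value (range 0.886 to 1.28), and 6 pairs lay above all 20 shuffles, where chance alone gives 2. For the 48 comparisons of a control with a Yki library of the same day the ratio lay between 8.30 and 24.2. Of the 66 pairs of libraries, Yki day 5 replicates 4 and 5 shared 2.91% of barcodes and every other pair at most 0.504%. No pair shared more than 2.91% of barcodes, so no library was a copy of another, and the libraries of a group were kept as separate samples. Separate reactions on 1 pool of nuclei would also share few barcodes, so this does not show separate flies. The profile comparison does not show that they came from separate pools. The tests below describe differences between the pools of flies that were sampled, because the labels do not say whether the libraries of a group came from separate flies.

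The first comparison asked which cell types gained or lost nuclei in tumour-bearing flies. The share of nuclei in the intestinal stem cell cluster was 1.21% ± 0.0053 (SD, n = 2) in control and 4.72% ± 0.53 (SD, n = 4) in Yki flies at day 5. At day 8 it was 1.56% ± 0.056 (n = 2) and 4.02% ± 0.52 (n = 4). The log2 ratios were 1.95 ± 0.12 (SE) at day 5 and 1.35 ± 0.12 at day 8 (limma-voom, adjusted p 9.4e-14 and 1.03e-10, higher in 4 of 4 Yki libraries on both days). The alternatives that moved this share most were the restriction to nuclei with at least 1000 UMIs at day 5 (2.46) and leaving the ovary clusters out of the total at day 8 (1.01). Enterocyte nuclei rose from 1.86% ± 0.11 to 4.66% ± 0.68 at day 5 and from 2.26% ± 0.12 to 4.70% ± 0.32 at day 8, with log2 ratios of 1.32 and 1.06 (limma-voom, adjusted p 8.02e-11 and 3.39e-09, higher in 4 of 4 Yki libraries on both days). At day 5 the highest Yki share was that of replicate 5 (5.66%, against 4.20% to 4.53% in the other Yki libraries). Of its 625 enterocytes, 191 were the nucleus with fewer UMIs of a barcode shared with replicate 4, so its share may be too high.

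The 9 clusters of ovary and reproductive tract together held 38.3% ± 0.72 of control nuclei (n = 2) and 31.2% ± 0.66 of Yki nuclei (n = 4) at day 5, and 34.5% ± 0.61 and 17.2% ± 0.25 at day 8. Every Yki library lay below both control libraries on both days (2-sided exact permutation test, p 0.0667, which is the smallest value that the 15 splits of 2 against 4 libraries allow). At day 8 the follicle cell share was 15.5% ± 0.79 in control and 7.28% ± 0.41 in Yki flies, the share of germline cell cluster A 5.80% ± 0.53 and 1.33% ± 0.17, and that of germline cell cluster C 2.92% ± 0.14 and 0.606% ± 0.10. Stretch follicle cells made up 178 of 19046 control nuclei at day 8 and 0 of 36312 Yki nuclei, which allows a share of up to 0.00826% and is at least 113-fold lower, with a floor of 3 nuclei over the group. At day 5 the same cluster held 1.34% of control and 0.629% of Yki nuclei.

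The fat body share was 5.04% ± 0.21 in control and 4.22% ± 0.22 in Yki flies at day 5 (log2 ratio -0.26, limma-voom, adjusted p 0.020, lower in 4 of 4 Yki libraries). This call was lost without control day 5 replicate 1 (-0.30), control day 5 replicate 2 (-0.22) or Yki day 5 replicate 4 (-0.23), in nuclei with at least 1000 UMIs (-0.19) and without the nuclei of the top doublet scores (-0.16). With the ovary clusters left out of the total the day 5 ratio was -0.42 (adjusted p 0.000568). At day 8 the fat body share was 5.38% ± 0.17 in control and 5.84% ± 0.67 in Yki flies (log2 ratio 0.12, adjusted p 0.268). The sign of the day 8 ratio turned when the ovary clusters were left out of the total (-0.22) and with TMM factors over clusters (-0.078). Across the 31 clusters, 15 had a changed share at day 5 (7 higher, 8 lower) and 17 at day 8 (10 higher, 7 lower). Among the 22 clusters outside the ovary, 8 and 11 had a changed share, against 5 and 8 with the ovary clusters left out of the total.

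**Figure D1:**
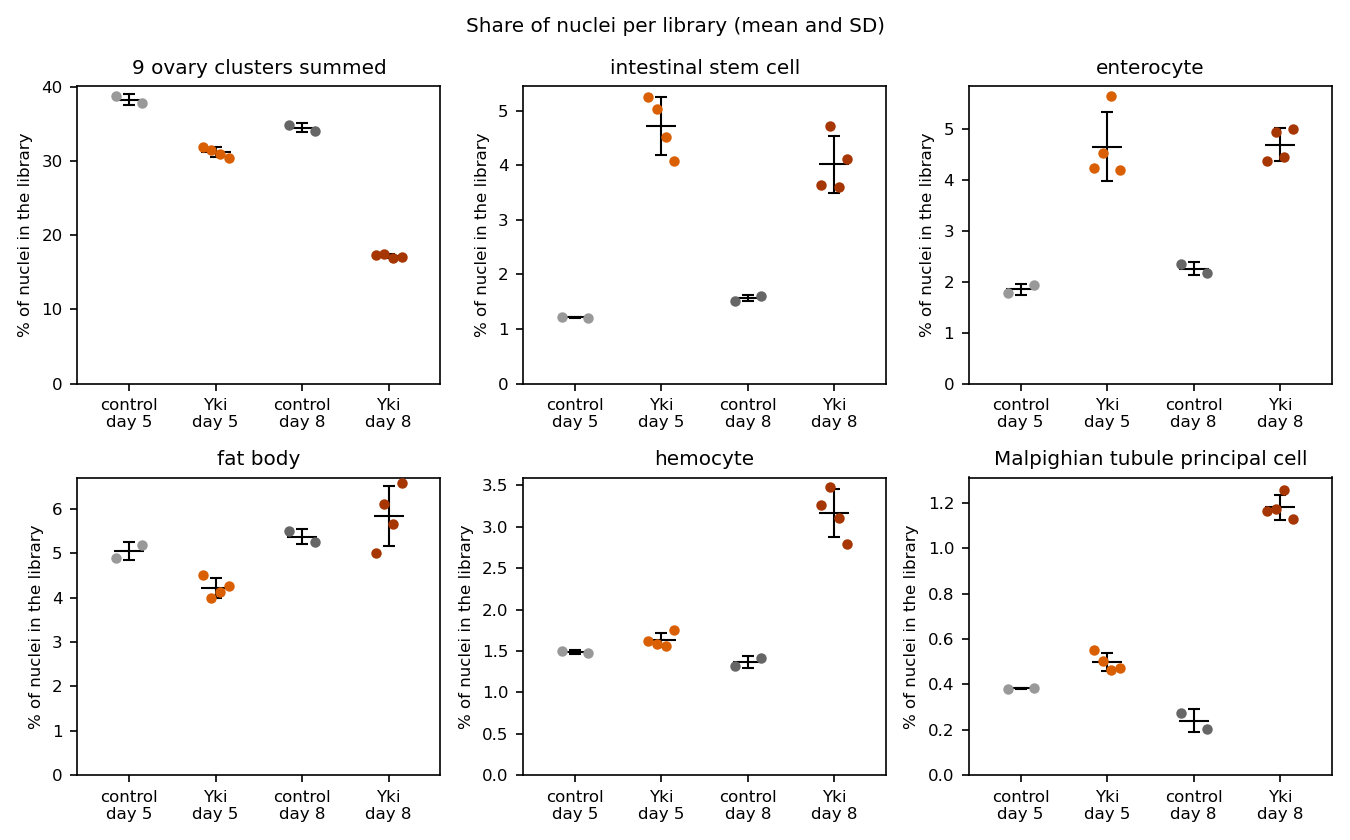
Share of nuclei (% of all nuclei of a library, y axis) in 6 cell populations, by genotype and day of induction (x axis). Points are libraries, horizontal lines the group mean and bars the SD; the summed ovary share of the Yki libraries at day 8 lies near 17.2% against 34.5% in control, and the hemocyte and Malpighian tubule principal cell shares separate the genotypes mainly at day 8.

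Next, the number of genes whose expression differed between Yki and control flies was compared between clusters. UMI counts were summed per library and cluster and tested with limma-voom at a Benjamini-Hochberg adjusted p below 0.05. Enterocytes had 3855 changed genes of 8750 tested at day 5 (1684 higher, 2171 lower) and 3779 at day 8 (1908 higher, 1871 lower), more than any of the 28 clusters tested. Fat body had 2621 of 8251 at day 5 (1317 higher, 1304 lower) and 3286 at day 8 (1653 higher, 1633 lower). Intestinal stem cells had 1335 of 6925 at day 5 (541 higher, 794 lower) and 1503 at day 8 (703 higher, 800 lower). The alternative that moved the enterocyte and fat body counts most was drawing 100 nuclei per library and thinning every library to the same UMI total, under which enterocytes had 713 and 709 changed genes, fat body 428 and 501, and the median of the 17 clusters that could be drawn 112 and 248. The stem cell count rose to 3818 and 3010 without the filter on low counts. It fell to 854 without control day 5 replicate 1, to 834 without control day 5 replicate 2 and, at day 8, to 830 without control day 8 replicate 2. The split between higher and lower genes depended on the scaling. Without TMM factors the median log2 fold change of fat body genes moved to -0.28 at day 8 and the share of higher among called genes from 50.3% to 29.8%. Fold changes are given relative to the TMM scale.

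**Figure D2:**
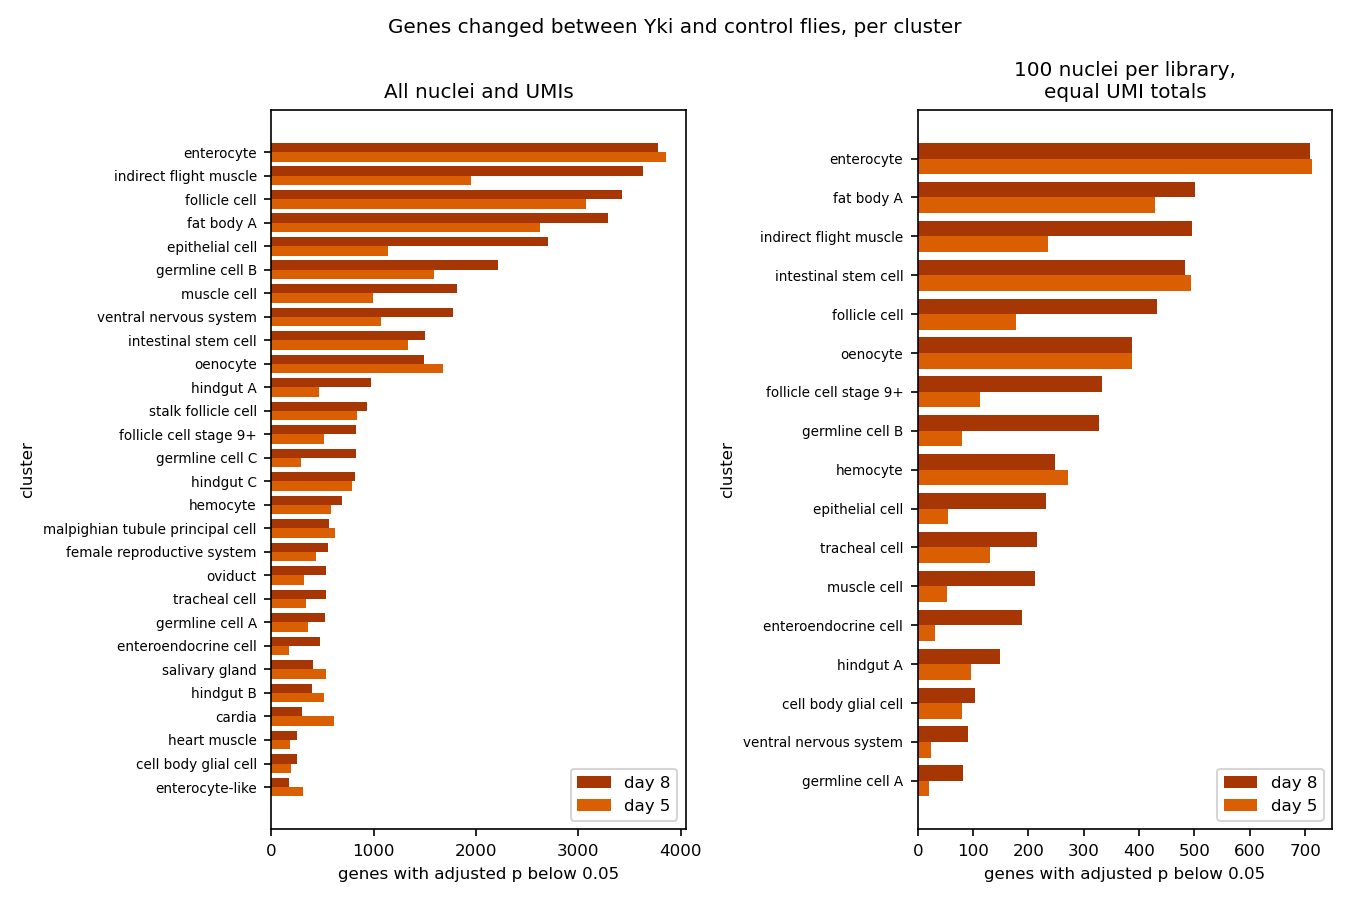
Number of genes with an adjusted p below 0.05 between Yki and control flies (x axis) in each cluster (y axis), at day 5 and day 8, for all nuclei and UMIs (28 clusters) and for 100 nuclei per library thinned to equal UMI totals (17 clusters). Enterocytes have the longest bars in both panels, with 3855 and 3779 genes in the full data.

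In the fat body, 567 genes were higher and 471 lower in Yki flies on both days, while 234 genes were higher at day 5 and lower at day 8 and 278 the reverse. The 2 days have no library in common. The change in Yki flies differed between the days for 2544 genes (interaction term, 1266 more positive and 1278 more negative at day 8).

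The transgene and the signals attributed to the tumour were examined first, in intestinal stem cells. Whether reads of the transgene were counted on the yki gene (FBgn0034970, build BDGP6.54, chromosome 2R, 24065975 to 24068485) is not given in the sources used here. Its level amounted to 27.0 ± 12.7 CPM (UMI counts relative to the TMM-scaled library size; SD, n = 2; 14 UMIs in total) in control and 297 ± 36.0 (n = 4) in Yki flies at day 5, and to 10.8 ± 2.24 (6 UMIs) and 272 ± 53.8 at day 8. The log2 fold changes were 3.45 ± 0.52 and 4.46 ± 0.77 (limma-voom, adjusted p 3.09e-05 and 0.00014, higher in 4 of 4 Yki libraries on both days). In enterocytes yki was not called at day 5 (log2 0.46, adjusted p 0.164) and was at 11.2 and 22.2 CPM at day 8 (log2 0.97, adjusted p 0.00682). The cytokine gene upd3 (FBgn0053542, X, 18277233 to 18284596) rose in stem cells from 34.3 ± 2.45 to 327 ± 52.1 CPM at day 5 and from 12.3 ± 0.081 to 369 ± 62.5 CPM at day 8 (log2 3.18 and 4.70, adjusted p 1.93e-05 and 5.28e-05, 4 of 4 Yki libraries). Over 24 alternatives the day 5 value ranged from 0.75 to 3.595 and the day 8 value from 0.84 to 4.84, all called. The insulin antagonist gene ImpL2 (FBgn0001257, 3L, 4224006 to 4236147, overlapped on its strand by CG46460) rose in enterocytes from 79.7 ± 48.6 to 1729 ± 150 CPM at day 5 and from 105 ± 82.0 to 2974 ± 302 CPM at day 8 (log2 4.54 and 5.10, adjusted p 1.07e-07 and 1.56e-08, 4 of 4). Pvf1 and ITP were also higher in enterocytes on both days in 4 of 4 Yki libraries. upd2 was lower in Yki stem cells at day 5 (1.37 against 60.5 CPM, 7 against 32 UMIs). At day 8 it had 0 UMIs in control and 25 in Yki stem cells, of which 19 were in replicate 3 and 6 in the others, and was not called (adjusted p 0.592).

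Among other genes, named by the size of their change, Pvf2, CG15186 and CG4291 rose most in enterocytes at day 5, where Pvf2 went from 0.845 CPM (4 UMIs) to 64.3 CPM. PGRP-SC1b, CG43773 and Jon25Biii fell most, Jon25Biii from 788 to 14.03 CPM. At day 8 the largest rises were those of CG16995, hdly and AdoR. The largest falls were those of CG12057 (882 to 0.188 CPM with 2 UMIs in Yki flies, 4780-fold lower, 95% interval 1320 to 39500), LManVI (0 UMIs in Yki flies, at least 772-fold lower with a floor of 3 UMIs over the group) and Vm34Ca (0 UMIs, at least 573-fold lower). In stem cells Cpr51A, Lsp1gamma and dysf rose most at day 5 and dysf, CG14877 and Cpr51A at day 8, Cpr51A from 11.6 to 1075 CPM and from 14.9 to 1123 CPM. Jon25Biii, CG42392 and H15 fell most at day 5, and Vm34Ca, Vm26Aa and Cp15 at day 8. In stem cells of the day 5 control libraries Jon25Biii was at 108 and 166 CPM, below its level in enterocytes, where it fell as well. This limits what its level in stem cells shows. CG42392 lies within unc-104 on the same strand and dysf overlaps lncRNA:CR44319, so the assignment of their reads is uncertain, as is that of the Jonah protease, mannosidase and vitelline membrane gene families.

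The study asked whether tumours raise gluconeogenesis in the fat body, and the genes of the first step and of its regulation were therefore taken in full. Pepck1 (phosphoenolpyruvate carboxykinase 1, FBgn0003067, chromosome 2R, 18536767 to 18539416, protein coding, overlapped on its strand by CG45087) was at 4839 ± 209 CPM (SD, n = 2) in control and 3846 ± 118 CPM (n = 4) in Yki fat body at day 5, a log2 fold change of -0.33 ± 0.037 (SE; limma-voom, adjusted p 5.97e-07, lower in 4 of 4 Yki libraries). At day 8 it was at 819 ± 9.06 CPM in control and 4315 ± 177 CPM in Yki fat body, a log2 fold change of 2.40 ± 0.059 (adjusted p 2.07e-16, higher in 4 of 4). The difference between the days was 2.72 ± 0.070 (adjusted p 6.98e-16). From day 5 to day 8 Pepck1 changed by -2.56 ± 0.061 on the log2 scale in control and by 0.16 ± 0.034 in Yki fat body. Of the alternatives, a rank-sum test over single nuclei moved the day 8 change most, to 1.82.

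Pdk (pyruvate dehydrogenase kinase, FBgn0017558, 2R, 9426439 to 9434638) was at 1403 ± 57.8 and 1473 ± 37.1 CPM at day 5 (log2 0.072 ± 0.047, adjusted p 0.266), a difference within the spread of the libraries whose sign turned without TMM factors (-0.016). At day 8 it was at 511 ± 22.1 CPM in control and 1195 ± 59.8 CPM in Yki fat body (log2 1.23 ± 0.063, adjusted p 6.2e-12, higher in 4 of 4). Between the days Pdk changed by -1.46 in control and -0.30 in Yki fat body. Pepck2 (FBgn0034356, 2R, 18527430 to 18535749), the neighbour of Pepck1, went from 57.2 to 23.9 CPM at day 5 and from 4.73 to 85.7 CPM at day 8 (log2 -1.29 ± 0.155 and 4.12 ± 0.366, SE, adjusted p 1.73e-06 and 2.19e-08, 4 of 4 each). The 2 Pepck genes are paralogs, and reads shared between them were not examined. fbp was higher on both days (log2 1.21 and 0.56), as was Tps1 (0.22 and 0.38), and PCB at day 5 only (0.94 against 0.028 at day 8, adjusted p 0.745, interaction -0.91).

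**Figure D3:**
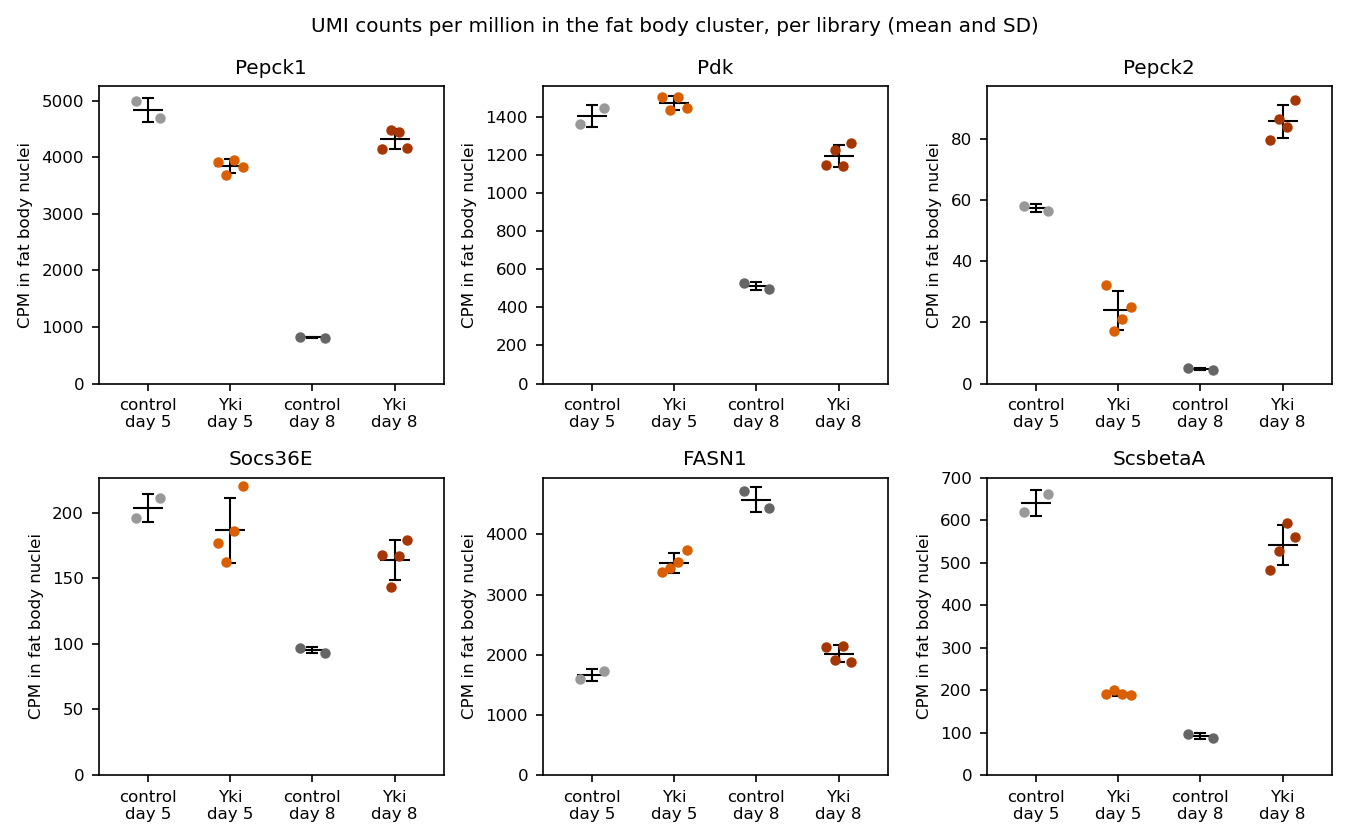
CPM (y axis, TMM scaled) of 6 genes in fat body nuclei, by genotype and day of induction (x axis). Points are libraries, horizontal lines the group mean and bars the SD; Pepck1 is at 4839 CPM in control flies at day 5, 819 CPM in control flies at day 8 and 4315 CPM in Yki flies at day 8.

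Of 37 fat body genes fixed as lists beforehand, 22 were called at day 5 over all genes tested (13 higher, 9 lower), or 23 adjusted over the list alone, 24 at day 8 (12 higher, 12 lower; 26 adjusted over the list alone), and 27 for the difference between days (8 more positive, 19 more negative; 28 adjusted over the list alone). The study chose these genes on the same libraries, so the counts adjusted over the list alone and the set tests below are not independent evidence. Of the listed genes tested in enterocytes, 6 of 7 were called at day 5 and 7 of 7 at day 8, and in intestinal stem cells 7 of 8 on both days, with the same counts adjusted over the list alone. Tested as sets with camera at an inter-gene correlation of 0.01, the 4 genes of fatty acid synthesis were higher at day 5 (median log2 0.98, adjusted p 3e-05, 4 of 4 genes) and lower at day 8 (median -0.94, adjusted p 0.00985, 3 of 4 genes). FASN1 went from 1658 ± 97.5 to 3526 ± 162 CPM at day 5 and from 4577 ± 207 to 2014 ± 141 CPM at day 8. The 6 tested genes of gluconeogenesis were called as a set at day 8 (median 0.90, adjusted p 2.24e-05, 6 of 6 genes higher, PCB without a call of its own). They were not called at day 5 (median 0.15, adjusted p 0.182). The 15 genes of glycolysis were lower at day 8 (median -0.60, adjusted p 0.0111) and not called at day 5 (median -0.10, adjusted p 0.182). The 5 genes of glycogen synthesis were called on neither day (medians 0.35 and -0.40, adjusted p 0.182 and 0.492). The 4 tumour signal genes tested in fat body gave medians of -0.30 at day 5 (adjusted p 0.182) and 1.41 at day 8 (adjusted p 0.0174). With an estimated correlation, fatty acid synthesis at day 5 (0.0435) and gluconeogenesis at day 8 (0.0323) kept their calls and the other 3 calls were lost. With fry, which asks whether the genes of a set changed in 1 direction without comparing them to other genes, all 5 sets were called on both days. The difference between the days (camera, correlation 0.01) was called for fatty acid synthesis (adjusted p 5.16e-07) and tumour signals (0.00837). It was not called for gluconeogenesis (0.0550), glycolysis (0.0678) or glycogen synthesis (0.0700). For gluconeogenesis and glycolysis, a call at day 8 only therefore does not show that the set changed differently between the days.

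For JAK-STAT signalling, the target gene Socs36E (FBgn0041184, 2L, 18138675 to 18152417) was followed in every cluster. In fat body it was at 203 ± 10.9 and 186 ± 24.7 CPM at day 5 (log2 -0.13 ± 0.097, adjusted p 0.338), a sign that turned with 100 nuclei per library (0.15) and with equal UMI totals (0.12). It was at 95.1 ± 2.48 and 164 ± 15.2 CPM at day 8 (log2 0.79 ± 0.12, adjusted p 3.87e-05, higher in 4 of 4). That call was lost with 100 nuclei per library (0.77), with equal UMI totals (0.91) and in the rank-sum test over nuclei (0.35). The rank-sum value lay under the fold minimum of that test, 0.38, which the main test does not have. In enterocytes it rose from 352 ± 50.4 to 1634 ± 48.4 CPM at day 5 and from 598 ± 94.3 to 845 ± 76.7 CPM at day 8 (log2 2.22 and 0.51, adjusted p 2.74e-10 and 0.000725, 4 of 4 each). Of 28 clusters, Socs36E was higher in 10 at day 5 and in 12 at day 8 and lower in 0 (limma-voom). Stat92E was higher in Yki fat body on both days (log2 1.998 and 0.53, higher in 4 of 4), and the insulin receptor gene InR as well (0.87 and 1.77, 4 of 4). The pyruvate dehydrogenase subunit genes Pdha and Pdhb were higher at day 5 (log2 0.60 and 0.85, adjusted p 0.000152 and 5.15e-06) and not called at day 8 (-0.010 and 0.11, adjusted p 0.958 and 0.500). The gene ScsbetaA of the TCA cycle went from 640 ± 30.9 to 192 ± 5.69 CPM at day 5 and from 91.8 ± 7.20 to 541 ± 46.8 CPM at day 8.

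Outside the lists, CG13282, nompC and asRNA:CR45185 rose most in fat body at day 5, and CG14275, witty and Cyp6a8 at day 8, CG14275 from 17.8 to 7319 CPM. asRNA:CR45185 lies antisense to Cht6, and the strand used in counting is not given in the sources used here. The antimicrobial peptide genes CecA2 (322 UMIs in control, 0 in Yki, at least 140-fold lower), DptA (731 against 3 UMIs, 317-fold lower, 95% interval 108 to 1540, exact binomial) and AttC (125 to 3.42 CPM) fell most at day 5. The vitelline membrane genes Vm34Ca, Vm26Aa and Vm26Ab fell most at day 8, from 277, 169 and 168 CPM in control to 1, 1 and 2 UMIs in total over the 4 Yki libraries. The same 3 genes fell in all 19 other clusters outside the ovary in which they were tested, which limits what their level in fat body shows. The largest positive interactions were those of DptA, Dro and DptB, and the largest negative ones those of Vm34Ca, Vm26Ab and Vm26Aa.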

Values the study reported

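The Results of the study gave 122,898 nuclei in all. By group these were 25,146 (control) and 42,375 (Yki) after 5 days, then 19,050 (control) and 36,327 (Yki) after 8 days. The medians it gave for a nucleus were 559 genes and 990 UMIs. Its Methods gave a total of 122,818 once nuclei under 500 UMIs had been removed, and listed 25,028, 42,404, 19,046 and 36,312 for the groups in the same order. It named 34 clusters, and called genes changed at a log2 fold change over 0.38 and a P under 0.05.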

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

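The tests on eggshell genes and their levels per cluster, on the fall of Pepck1 in control libraries and on the size of changes in other clusters, and the values per cluster with the ovary left out, were chosen only after the result was seen.

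In 7 of 167 sets of 4 Yki libraries, 1 library lay far from the other 3. Chance gives about 1 in 20. At day 5 the salivary gland share was 0.475% in replicate 3 against 0.364% to 0.38%, InR in fat body 1718 CPM in replicate 3 against 1585 to 1594, dome in fat body 39.0 CPM in replicate 5 against 29.96 to 31.2, Socs36E in enterocytes 1706 CPM in replicate 5 against 1607 to 1613, and Pvf2 in intestinal stem cells 514 CPM in replicate 3 against 432 to 436. At day 8 Pvf1 in enterocytes was at 936 CPM in replicate 5 against 816 to 832, and yki in enterocytes at 26.0 CPM in replicate 5 against 20.7 to 21.3. The number is below that given by chance, and no biological explanation was tested.

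The change in share differed between the days (interaction, log2 ratio at day 8 minus day 5) in 17 clusters. It was negative for stretch follicle cells (-6.32, a fitted value that depends on the offset since Yki flies had 0 nuclei at day 8), germline cells C (-1.94) and A (-1.62), hindgut B (-1.46), stalk follicle cells (-1.12), follicle cells (-0.95), intestinal stem cells (-0.60) and enteroendocrine cells (-0.51). It was positive for the ventral nervous system (0.27), indirect flight muscle (0.33), fat body (0.38), oenocytes (0.42), epithelial cells (0.45), the female reproductive system (0.54), oviduct (0.70), hemocytes (1.06) and Malpighian tubule principal cells (1.94). Shares sum to 100%, so a fall of ovary nuclei raises the others. With the ovary clusters left out of the total, the lower stem cell log2 ratio of the 2 days was still 1.01 and past the threshold, which argues against the ovary as the whole cause of the stem cell rise. The enterocyte ratios were 1.16 and 0.72 in that setting, also past the threshold. Of the 10 differences between days outside the ovary, 5 stayed past the threshold with their sign: hindgut B (-1.64), intestinal stem cells (-0.78), enteroendocrine cells (-0.69), hemocytes (0.88) and Malpighian tubule principal cells (1.76). The other 5 did not (indirect flight muscle 0.15, epithelial cells 0.27, ventral nervous system 0.093, fat body 0.20 and oenocytes 0.24), and for these the fall of the ovary share stays open. Differences for muscle cells (-0.38) and enterocytes (-0.44) passed the threshold only with the ovary left out. A change in cell numbers was not measured by shares of nuclei.

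In fat body the difference between the days was positive for Pepck1 (2.72), Pepck2 (5.41), Pdk (1.16), ScsbetaA (4.296), CG2964 (2.97), Socs36E (0.92), InR (0.89) and Ald1 (0.73). It was negative for FASN1 (-2.28), ATPCL (-2.15), ACC (-1.57), AcCoAS (-0.95), CG7069 (-2.28), Stat92E (-1.47), Glys (-1.17), Gapdh2 (-1.15), Tpi (-1.15), Gyg (-0.92), PCB (-0.91), PyK (-0.90), Pfk (-0.85), Pdhb (-0.74), fbp (-0.65), Pdha (-0.61), Pglym78 (-0.50), Eno (-0.32) and UGP (-0.24). Free RNA shared by all nuclei was tested for Pepck1 and Pdk at day 8: the median change in the other 27 clusters was at most 1.77% of that in fat body, which argues against it as the cause of the rise in fat body. Pepck1 was also called higher at day 8 in 15 of 26 other clusters tested and lower in 1, for example from 16.1 to 109 CPM in follicle cells. Whether free RNA from fat body gave these smaller CPM changes was not tested. Of 2931 genes called in fat body at day 8 and tested in enough other clusters, 11.9% were called the same way in most of these. A called gene was called the same way in a mean of 24.7% of clusters, against 9.9% for 4559 uncalled genes, and clusters with few calls limit this test. By size, 34.7% of 3286 called genes had a median CPM change in 19 other clusters outside the ovary of the same sign and at least 50% of that in fat body, and 627 had the opposite sign. This argues against free RNA as the source of most calls and leaves it open for the 1141 genes at or above 50%, beside changes common to many cell types. The Pepck1 difference went with a fall in the control libraries, whose log2 change from day 5 to day 8 was -2.56 against 0.16 in Yki libraries. The higher level in Yki flies at day 8 may therefore reflect a level that was kept while that of control flies fell. Age and the day of collection differ between the days for both genotypes and stay open. Of the 2544 genes with a difference between the days, control libraries moved more in 1132 and Yki libraries in 1412.

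The largest differences were those of the antimicrobial peptide genes DptA (10.13), Dro (9.64) and DptB (9.57) and of the vitelline membrane genes Vm34Ca (-9.26), Vm26Ab (-8.36) and Vm26Aa (-8.28). These fitted values rest on groups with few or 0 UMIs and are no bounds. DptA, DptB and Dro were high in both control libraries at day 5 (123, 145 and 233 CPM) and at most 1.22 CPM in control libraries at day 8. An infection of the control flies at day 5, and reads shared between DptA and DptB, stay open and were not tested.

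For the vitelline membrane genes, free RNA from ovary follicle cells was tested. A list of 16 eggshell genes was written for the test, of which 15 were tested. In the 19 other clusters outside the ovary, 78.7% of tests of these genes (151 of 192) were called lower in Yki flies at day 8 and 0 higher. In fat body itself 11 of 15 were called lower. A bar of 90% set first was replaced by 50% after the value was seen, since the written test asked for most genes. Under the first bar the value would not have counted for this source. The 3 named genes fell in 57 of 57 such tests, from 101 to 764 CPM in control flies to at most 2.01 CPM. In the 8 ovary clusters with a fit they were at 151 to 931 CPM in control flies (median 340), little above the other clusters (median 278). Stretch follicle cells had no fit, since Yki flies had 0 of these nuclei at day 8. Over all UMIs of a cluster, without scaling factors, the 3 genes were at 6625 to 14810 CPM in these cells in control flies at day 8, against at most 805 CPM in the 22 clusters outside the ovary. A 2-fold difference was asked for here, after the levels in the other ovary clusters had been seen. The fall of the 3 genes in fat body, enterocytes and stem cells may therefore reflect the loss of free RNA from follicle cells. A change of these genes within fat body stays open, as do reads shared within the gene family, which were not tested.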

How the results depend on the processing

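The alternatives log2 of CPM plus 1 and plus 10, mean of the deposited ln values, equal UMI totals, 100 nuclei for single genes and shared barcodes removed were chosen only after the result was seen. Of 799 values of 41 main results, 734 kept their direction and side of the threshold (counts: within 1.5-fold), and 15 results kept them under all alternatives run. Of 3939 values of 168 results on named genes 3742 did, 102 results under all. The DESeq2 alternative was not run. The counts computed back would have allowed it.

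In fat body, Pepck1 kept its call under all 24 alternatives, from -0.60 to -0.28 at day 5 and from 1.82 to 2.44 at day 8, as did Pdk at day 8 (0.86 to 1.27). Pdk at day 5, not called, was reversed with library size only (-0.016) and equal UMI totals (-0.059). Socs36E was reversed at day 5 with 100 nuclei (0.15) and equal UMI totals (0.12) and called with the mean of ln values (-0.18). At day 8 it lost its call with 100 nuclei (0.77), equal UMI totals (0.91) and Wilcoxon over nuclei (0.35, under the minimum of 0.38 asked for there). AcCoAS at day 8 was reversed with the mean of ln values (-0.18) and Wilcoxon (-0.19), Ald1 at day 8 with Wilcoxon (-0.033) and the Eno interaction with equal UMI totals (0.20). Apart from the Wilcoxon minimum, causes were not tested.

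With 100 nuclei, changed genes at day 5 and day 8 numbered 1041 and 1213 in fat body, 2199 and 2136 in enterocytes, 745 and 827 in stem cells, 262 and 330 in the median of 17 clusters, and 979 fat body genes differed between days. With equal UMI totals they numbered 428 and 501, 713 and 709, 493 and 483, 112 and 248, and 399. Both settings use fewer nuclei or UMIs. The lower ratio of the fat body or enterocyte count to the median cluster at equal UMI totals was 2.02, which argues against depth as the whole cause of their counts above the median. Single clusters lay above fat body: 2 at day 5 and 3 at day 8 in the full data, and 2 and 1 at equal UMI totals. In the latter setting indirect flight muscle had 495 genes at day 8, close to fat body. Wilcoxon gave 643 and 799 in fat body, 1083 and 1064 in enterocytes, 783 and 938 in stem cells. Its calls use an unadjusted p and a fold minimum of 0.38, so these counts stand at another threshold than the others. Stem cells had 3818 and 3010 without the filter on low counts, and at day 5 2021 with CPM plus 10 and 2185 with the mean of ln values. With nuclei of at least 1000 UMIs the median cluster had 558 at day 5. The cause was not tested.

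Leaving out 1 library gave 834 to 1344 stem cell genes at day 5 (854 without control day 5 replicate 1, 834 without replicate 2) and 830 to 1501 at day 8 (830 without control day 8 replicate 2). The median of the 17 clusters that could be drawn, 1073 and 1503 in the full data (601.5 and 821 over all 28 clusters), was 594 to 1087 at day 5 (594 without control day 5 replicate 1, 596 without replicate 2) and 942 to 1501 at day 8 (942 without control day 8 replicate 2). A lone control library was assumed to vary like the other groups.

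The fat body share at day 5 ranged from -0.30 to -0.22 on leaving out 1 library, was -0.42 with ovary clusters left out, and lost its call without control day 5 replicate 1 (-0.30), replicate 2 (-0.22) or Yki day 5 replicate 4 (-0.23), with at least 1000 UMIs (-0.19) and without top doublet scores (-0.16). At day 8, not called, it was reversed with TMM factors over clusters (-0.078) and with ovary clusters left out (-0.22). Of the 22 clusters outside the ovary, 5 and 8 had a changed share with ovary clusters left out, against 8 and 11 in the full total. Of all clusters, 8 had one at day 5 without top doublet scores, and 8 to 16 on leaving out 1 library (8 without either control day 5 library). With at least 1000 UMIs the ovary difference was -10.2 at day 5 and -23.0 percentage points at day 8. The cause was not tested.

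With an estimated correlation, camera lost fatty acid synthesis (0.101), glycolysis (0.215) and tumour signals (0.101) at day 8. fry, which tests another hypothesis, called gluconeogenesis (6.65e-05), glycogen synthesis (0.000291), glycolysis (0.0153) and tumour signals (2.16e-05) at day 5 and glycogen synthesis (0.00885) at day 8.

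The percent of called genes that were higher moved by over 10 points with library size only in fat body (39.6 at day 5, 29.8 at day 8, 38.7 interaction), enterocytes (53.7, 33.9, 31.7) and stem cells (29.99 at day 8, 36.8 interaction), and with the mean of ln values in fat body (35.5, 37.9), enterocytes (22.02 at day 8, 31.5 interaction) and stem cells (68.6 at day 5, 29.6 interaction).

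With a replicate block the interaction count was 2457, with Pepck1 2.73 and Pdk 1.16. Deviations of like-numbered libraries correlated across genes at -0.105 to 0.036 in fat body, -0.131 to 0.29 in enterocytes and -0.021 to 0.09 in stem cells. The highest values in the last 2 clusters were those of number 5.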

Other observations

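The tests on library pools and on shared barcodes were chosen only after the result was seen.

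Libraries of one group differed in UMI profile by a median of 1.05 times the value after shuffling library names over nuclei, so that they may be draws from 1 pool of nuclei or from pools of many flies each. The test would have come out higher for pools that differ. Of 42 pairs, 6 lay above all 20 shuffles against 2 by chance, so small differences between pools or between library preparations stay open. Shares of nuclei varied more than counting alone gives: the chi-square per degree of freedom between libraries of a group was 1.33 (control, day 5), 2.39 (Yki, day 5), 1.72 (control, day 8) and 2.03 (Yki, day 8). If the libraries came from 1 pool of flies, the p-values describe that pool and not variation between flies.

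Yki day 5 replicates 4 and 5 shared 311 barcodes (2.91%, against 0.171% to 0.504% in other pairs). The 2 nuclei of a shared barcode lay in the same cluster for 86.8%, against 0.0% to 27.0% in other pairs. Reads of one library counted in the other is a candidate explanation, and no biological explanation was tested. Of the pairs, 293 had the larger UMI total in replicate 4. In replicate 5, 191 of 625 enterocytes (30.6%) and 23 of 455 fat body nuclei (5.05%) were the nucleus with fewer UMIs of such a pair.

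EGFP was measured in salivary gland nuclei at 301 CPM in control and 5.52 CPM in Yki flies at day 5, and at 204 and 32.3 CPM at day 8. In intestinal stem cells it was at 21.03 and 113 CPM at day 5 and 82.9 and 122 CPM at day 8.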
